A study of Mus musculus with 29 samples. Its data were reported in "Endogenous retroviral insertions drive non-canonical imprinting in extra-embryonic tissues" (2019).

How the data were processed

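RNA was measured in E7.5 epiblast and ExE of single embryos from the crosses B6/CAST, CAST/B6 and matDKO/CAST (17 libraries), and in the placenta, the yolk sac and the whole embryo at E12.5 of 3 wild-type embryos and of F4E5, whose paternal RLTR15 deletion was mosaic (12 libraries). The authors made stranded single-end libraries at E7.5, and paired-end libraries from full-length amplified cDNA at E12.5. They trimmed the reads with Trim Galore, aligned them with HISAT2 to a GRCm38 genome masked at strain variants, and separated them by parent with SNPsplit. For matDKO/CAST the authors left out variants common to 129 and CAST, realigned the unassigned reads to a genome masked for 129 and CAST, and joined the 129 reads to the maternal set. The deposited allelic files hold the count of reads over exons of each gene for the maternal and the paternal allele, made by the authors in SeqMonk. The deposited expression files hold RPKM at E7.5 and FPKM at E12.5, on a linear scale. Raw reads, histone mark and DNA methylation data were not used here.

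The E7.5 files had 25886 rows and the E12.5 files 25965, and every per-sample column was used. Rows without gene annotation held 0.514% of the reads at E7.5 and 0.0448% at E12.5. On chromosome 7, the E7.5 files had 2112 rows, of which 2111 were named by transcript, against 2191 rows at E12.5, and names were matched by symbol. Symbols shared by more than 1 row numbered 58, 4 list genes had no row, and 7375 rows at E7.5 overlapped another row. Hbb-bs, Hbb-bt and Jade1 were read as Hbb-b1, Hbb-b2 and Phf17, and Kcnq1ot1 was found by its coordinates.

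Allelic counts were tested with edgeR 4.0.16 under R 4.3.3, by quasi-likelihood F tests with TMM scaling and a trended dispersion. All 34 allele columns of E7.5 were in 1 fit and all 24 of E12.5 in another, with a term for each library and a maternal against paternal effect for each group. Genes tested at E7.5 were autosomal with at least 5 reads in at least 1 library and allele of B6/CAST and of CAST/B6. The matDKO/CAST comparisons used the same filter, and no reads of matDKO/CAST were required. At E12.5, the 5 reads were required in at least 1 library and allele of the tissue. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. A gene was imprinted where both reciprocal crosses passed with the same parent higher, and strain-biased where both passed with opposite parents higher. The tissue difference was the mean over both crosses of ExE minus epiblast, and matDKO/CAST was compared with B6/CAST. Each tissue of the mosaic embryo was 1 library against 3, which took its spread from the pooled fit. Expression was tested with limma 3.58.1 (trend) on log2 of RPKM plus 1, over autosomal genes with at least 1 RPKM in at least 2 libraries, all 17 libraries in 1 fit. The alternative tools were DESeq2 1.42.0 (Wald test) for allelic counts, and edgeR on summed allelic counts for expression. In matDKO/CAST, the summed counts depend on the separate variant scheme, so they are no independent check of its RPKM results. Tables were handled with the package data.table (version 1.17.8) and drawn with matplotlib 3.10.9.

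Depth per library had a median of 767659 allele-assigned reads at E7.5 and 9637949 at E12.5, with 10101 to 12382 genes seen per E7.5 library. Maternal reads made up 49.5 to 51.5% of autosomal reads at E7.5 and 51.1 to 53.4% at E12.5. The 10 most abundant genes took 9.69 to 11.4% of the reads at E7.5 and 8.91 to 35.1% at E12.5. Biological coefficients of variation from the common dispersion were 0.0617 and 0.0671, and the dispersion of single genes was drawn strongly to the trend, so a gene can be called although its embryos differ. Errors beside log2 values are standard errors, those beside shares and expression levels standard deviations, and shares of single libraries have exact 95% Clopper-Pearson intervals. A share of 0 is given with the share that 3 reads would make. Where an allele had no reads, the fitted log2 ratio depends on the prior count and is no bound, so reads or shares are given instead.

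Both tests were tested on simulated data, with changes put into 100 genes of each size. A log2 ratio of 1 was found in 44% of genes for imprinting in the epiblast and 34% in ExE, and a ratio of 2 in 82% and 72%. For the allelic comparison of matDKO/CAST the values were 26% and 22% at 1, and 73% and 66% at 2. In the mosaic yolk sac, placenta and whole embryo, 42%, 37% and 43% were found at 1. Expression changes of log2 1 were found in 90% of genes between tissues, and in 73% (epiblast) and 60% (ExE) for matDKO/CAST.

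Genes were named by a rule fixed before the data were examined, as were the comparisons, the lists and most alternative settings. For allelic results it took up to 12 genes per parent with the largest mean log2 ratio past the threshold, the same direction in every library of both crosses and at least 50 reads. For differences it took up to 12 per direction with at least 50 reads in each arm. For expression it took up to 12 per direction with the largest log2 change, no overlap between the libraries compared and at least 5 RPKM in the higher group. Gab1, Sfmbt2, Slc38a4, Phf17, Smoc1, Dnmt3a, Dnmt3b and Xist were always named, and list members could be named. The lists of imprinted genes were non-canonical paternal genes, canonical paternally and maternally expressed genes of maternal germline methylated regions, genes of paternally methylated regions, other known or putative imprinted genes, and imprinted growth suppressors of trophoblast. Apart from Gab1, a non-canonical gene, the last list held only canonical maternally expressed genes, so its results repeat part of theirs. Its name is a label, and growth was not tested. The tissue lists were markers of epiblast, ExE, ectoplacental cone and giant cells, visceral endoderm and yolk sac, nascent mesoderm, decidua and maternal blood, placental trophoblast, and embryonic erythroid cells. The remaining lists were DNA methylation machinery, germline genes silenced by promoter methylation, p53 targets, immediate early and heat shock genes, hypoxia and glycolysis, cell adhesion genes and X-linked genes. Groups of genes were tested for expression with camera in limma, with the preset and with an estimated correlation, and by gene with adjustment over all genes and over the list alone.

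Epiblast and ExE came from matched single embryos, but neither the labels nor the methods say that replicate numbers match the tissues, so no pairing was assumed in the tests. Alternatives covered scaling, filters, pseudocount, tool, reference cross, pairing, a minimum log2 ratio of 1 and leaving out each library in turn. X-linked genes were kept out of the tests, and the Xist and X-linked shares are given among the other observations.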

Results

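Allele-resolved RNA sequencing covered hybrid mouse embryos whose maternal and paternal genomes carry the variants of different strains, so that a read over a variant can be assigned to a parent. At E7.5, epiblast (Epi, the source of the embryo proper) and extra-embryonic ectoderm (ExE, a trophoblast tissue of the future placenta) were measured in B6/CAST embryos (B6 mother, CAST father), in the reciprocal CAST/B6 cross, and in matDKO/CAST embryos, whose mothers lacked the DNA methyltransferase genes Dnmt3a and Dnmt3b in the oocyte. Each of these groups held 3 libraries, except B6/CAST ExE with 2. The E12.5 material was the placenta, the yolk sac and the whole embryo of 3 wild-type embryos with a B6 mother and a CAST father, and of 1 embryo, F4E5, with a mosaic deletion, on the paternal allele, of the RLTR15 retroviral repeat within the first intron of Gab1. Allele-assigned reads per library ranged from 478988 to 1098737 at E7.5 and from 6470417 to 12676345 at E12.5. Intervals on the share of reads from the mother cover counting error only, because the libraries carry no molecular barcodes.

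Imprinted expression in the epiblast separated 28 genes by parent of origin in both reciprocal crosses. Meg3 and H19, long non-coding RNAs transcribed from the maternal chromosome, had 99.1% and 95.9% maternal reads in B6/CAST and 98.6% and 99.6% in CAST/B6 (n = 3 each). Cdkn1c, an inhibitor of cyclin-dependent kinases, had 0 paternal reads of 379 in B6/CAST and of 183 in CAST/B6, which allows paternal shares of up to 0.792% and 1.64%. Igf2r, the receptor that removes insulin-like growth factor 2, favoured the maternal allele by a log2 ratio of 2.94 ± 0.15 (SE) in B6/CAST and 1.72 ± 0.19 in CAST/B6. On the paternal side, Mest, which encodes a hydrolase-like protein, had 0 maternal reads of 277 and of 138, and Slc38a4, an amino acid transporter, had 0.907 ± 0.575% (SD) and 0.556 ± 0.962% maternal reads. In edgeR, 9 genes were maternal and 19 paternal among 8474 tested. The list of paternally expressed genes with a maternal germline methylated region had 13 of 14 members past the threshold (13 adjusted over the list alone), among them Peg10, Snrpn and Zdbf2. For the maternally expressed genes of that class, 6 of 16 passed (7 over the list alone): Cdkn1c, Gnas, Grb10, H13, Igf2r and Phlda2. All 5 tested genes of paternally methylated regions passed (5 over the list alone), with H19 and Meg3 maternal and Dlk1, Igf2 and Igf2as paternal. From the list of other known or putative imprinted genes, 1 of 10 passed (1 over the list alone), Asb4, with a log2 ratio of 0.77. Gnas and Asb4 fell below the threshold when some single libraries were left out, Gnas for instance without B6/CAST Epi 3 (mean log2 0.94) and Asb4 without B6/CAST Epi 1 (0.73).

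The list of non-canonical imprinted genes, a class tied to histone methylation in the oocyte, had 3 paternal genes of 6 tested in the epiblast: Gab1, Sfmbt2 and Slc38a4 (3 over the list alone). For Slc38a4, the study also describes a maternal germline methylated region at the promoter, a mark of canonical imprinting. The list was chosen by the study on histone marks of the same crosses, so its counts are not independent evidence. The epiblast libraries also held transcripts of markers of visceral endoderm, an extra-embryonic tissue. In the wild-type E12.5 yolk sac, Gab1 and Sfmbt2 had 13.2% and 2.67% maternal reads. Whether extra-embryonic cells contributed paternal reads to the epiblast libraries was not tested. At non-canonical retroviral promoters, the paper reports methylation of both alleles in the epiblast. Gab1, an adaptor of receptor tyrosine kinases, had log2 ratios of -1.44 ± 0.19 (adjusted p = 1.5e-12) and -0.84 ± 0.24 (adjusted p = 0.00597), that is 27.1 ± 8.20% and 34.7 ± 10.2% maternal reads. Sfmbt2, a Polycomb group gene, had only 2 maternal beside 99 paternal reads in B6/CAST and 2 beside 28 in CAST/B6. Phf17 (Jade1), a subunit of histone acetyltransferase complexes, was not separated by parent in the epiblast (adjusted p = 0.210 and 0.605), nor was Smoc1, a secreted calcium-binding protein (adjusted p = 0.622 and 0.00432, with log2 ratios of 0.23 and -1.66). The Gab1 call in the epiblast was lost without CAST/B6 Epi 1 (mean log2 -0.97 against -1.14) and with the DESeq2 Wald test.

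In ExE, 25 genes were separated by parent of origin in both crosses, 5 of them non-canonical paternal genes. Sfmbt2 had 1 maternal beside 774 paternal reads in B6/CAST (n = 2) and 0 beside 820 in CAST/B6 (n = 3), the latter allowing a maternal share of up to 0.366%. Gab1 reached log2 ratios of -2.64 ± 0.18 (adjusted p = 1.4e-44) and -2.84 ± 0.15 (adjusted p = 8.3e-71), or 15.4 ± 6.25% and 11.7 ± 3.37% maternal reads. Phf17 had 21.0 ± 1.86% and 15.6 ± 1.69% maternal reads (adjusted p = 1.2e-10 and 3.6e-16), and Slc38a4 0.192 ± 0.271% and 0.129 ± 0.223%. Smoc1 was paternal as well, yet with unequal strength: log2 ratios were -1.01 ± 0.33 in B6/CAST (adjusted p = 0.0263) and -5.98 ± 0.48 in CAST/B6 (adjusted p = 1.3e-32). Galnt6, a glycosyltransferase gene, and Zfp473, a zinc finger gene, which are on none of the lists and were chosen after their values were seen, were paternal in both crosses with mean log2 ratios of -2.58 and -2.02. The test called 7 maternal and 18 paternal genes of 7817. By list, 5 of 7 non-canonical genes passed (5 over the list alone), as did 8 of 10 canonical paternal genes (9), 5 of 15 canonical maternal genes (6), 5 of 5 genes of paternally methylated regions (5) and 0 of 11 in the list of others (1 maternal and 1 paternal over the list alone). On the list named growth suppressors of trophoblast, 4 maternal genes, all on the canonical maternal list as well, and paternal Gab1 passed of 5 tested. This held in ExE as in the epiblast. Smoc1 lost its ExE call when either B6/CAST ExE library was left out (mean log2 -3.55 without ExE 2 and -3.43 without ExE 3). Of genes tested in both tissues, 7 maternal and 14 paternal genes were called in each.

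**Figure D1:**
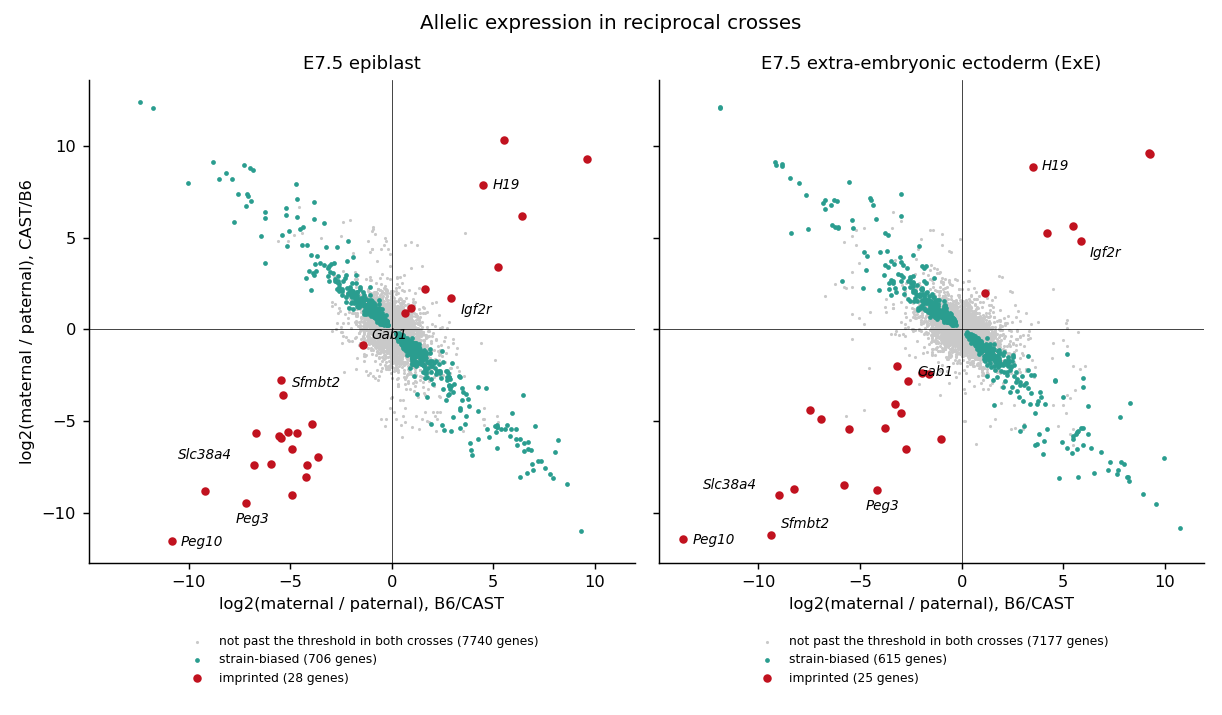
Log2 ratio of maternal to paternal reads in the B6/CAST and CAST/B6 crosses for every tested autosomal gene, in epiblast and ExE. Genes separated by parent of origin and genes separated by strain are coloured.

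Strain separated more genes than parent did. Eno1, a glycolytic enzyme, was higher from the B6 allele in the epiblast whichever parent carried it, with log2 ratios of 1.14 ± 0.06 in B6/CAST and -1.16 ± 0.06 in CAST/B6 (adjusted p = 7.1e-87 and 1.4e-83). L1td1, an epiblast marker, was B6-biased as well (1.42 ± 0.11 and -1.58 ± 0.10), and Lama1, a laminin chain, CAST-biased (-1.26 ± 0.11 and 1.67 ± 0.17). These examples were chosen from the lists after their values were seen. In edgeR, strain separated 706 genes in the epiblast (359 higher from B6, 347 from CAST) and 615 in ExE (301 and 314). Expression from the same strain's allele was shared by tissue, with 211 B6-biased and 218 CAST-biased genes called in both. Only in a comparison of reciprocal crosses do strain and parent come apart, and the E12.5 embryos came from a single direction of cross. Without B6/CAST ExE 3, the ExE count was 298, and the DESeq2 Wald test called 362 and 302 genes.

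Parental bias differed between ExE and epiblast at 8 genes, of which 4 were non-canonical imprinted genes with a stronger paternal bias in ExE. Gab1 differed by a log2 ratio of -1.60 ± 0.21 (adjusted p = 1.5e-10) and Phf17 by -1.74 ± 0.30 (adjusted p = 2.4e-05). Smoc1 (-2.78 ± 0.50, adjusted p = 4.3e-05) and Sfmbt2 (adjusted p = 0.0199) also passed, while Slc38a4, nearly silent on the maternal allele in both tissues, did not (adjusted p = 1). Igf2r had 98.2 ± 1.69% and 96.7 ± 2.30% maternal reads in ExE against 88.9 ± 1.49% and 75.6 ± 6.16% in the epiblast, a log2 difference of 3.01 ± 0.27 (adjusted p = 6.4e-25). The paternal antisense gene Airn overlaps Igf2r, and whether exons were counted by strand is not stated, so some paternal reads can be those of Airn. Phlda2, which restrains placental growth, differed by a mean of 1.24 ± 0.21, with 90.7 ± 4.33% in epiblast and 98.2 ± 1.21% in ExE of CAST/B6 but 97.6 ± 0.886% and 97.8 ± 0.939% in B6/CAST. Rps6ka2, a ribosomal S6 kinase gene, was more maternal in ExE (1.33 ± 0.25), with 61.6 ± 9.98% and 79.9 ± 7.45% maternal reads, and Slc38a1, an amino acid transporter, less maternal (mean -0.80 ± 0.14). For Slc38a1 the share went from 45.3 ± 0.437% in epiblast to 25.8 ± 7.15% in ExE of B6/CAST, and from 55.7 ± 1.61% to 49.4 ± 7.18% in CAST/B6. In edgeR over 8977 genes, 3 were more maternal and 5 more paternal in ExE, and the list counts were 4 of 7 non-canonical genes (4 over the list alone, which the study chose on these crosses) and 2 of 16 canonical maternal genes (3). No canonical paternal gene of 14 passed in edgeR (0 with DESeq2, 2 at unadjusted p under 0.05, 1 over the list alone), nor any of 5 genes of paternally methylated regions (0 with DESeq2, 3 at unadjusted p under 0.05, 2 over the list alone). The Sfmbt2 difference was lost without B6/CAST Epi 3 or CAST/B6 Epi 2, that of Smoc1 without CAST/B6 Epi 2 (-2.38), and that of Rps6ka2 without B6/CAST ExE 3 (1.08).

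**Figure D2:**
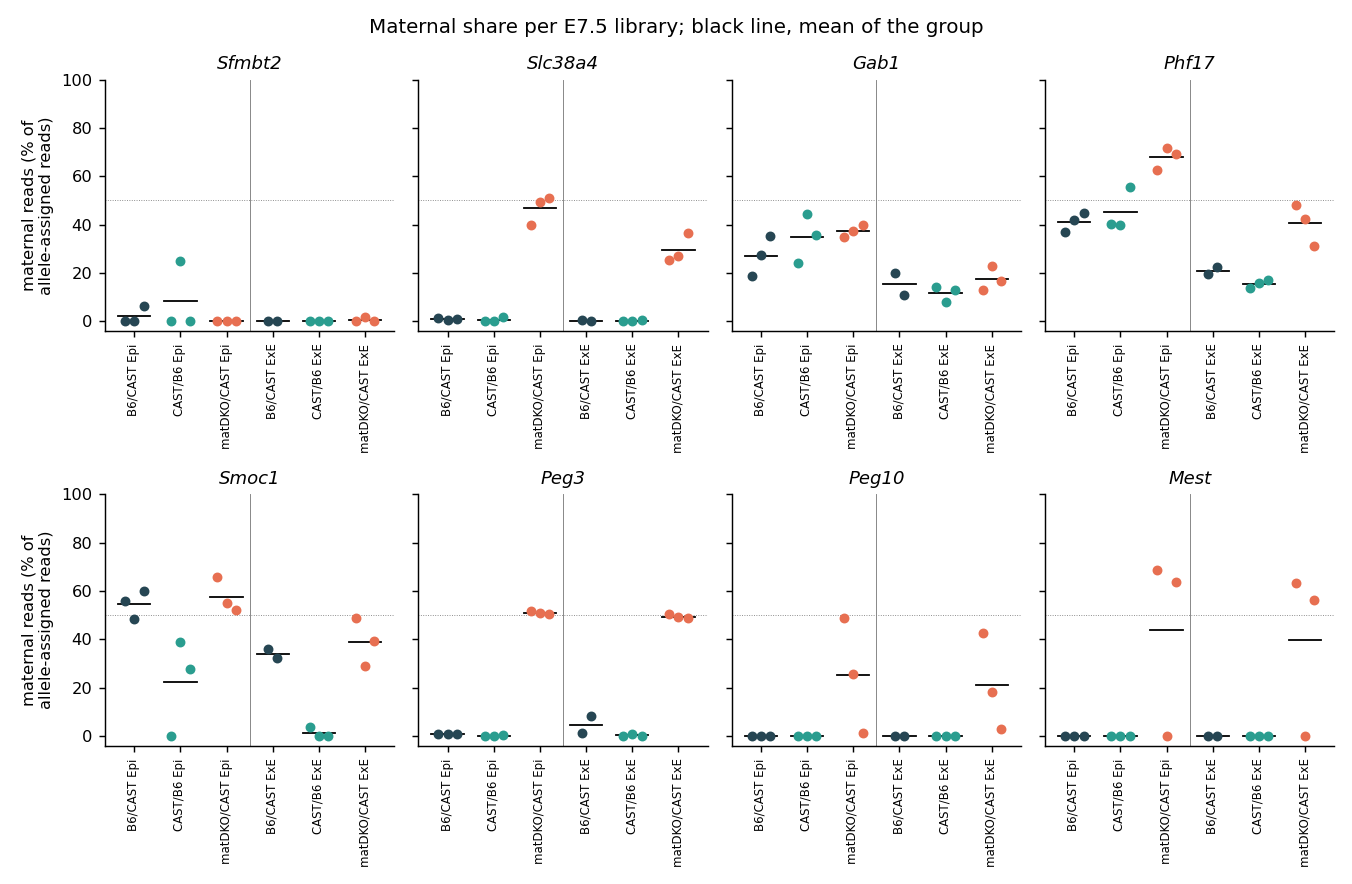
Percent of allele-assigned reads from the mother for 5 non-canonical and 3 canonical paternally expressed genes in each E7.5 library. Black lines are group means and the dotted line marks 50%.

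Total expression told the tissues apart at 9040 of 13273 genes. Elf5, a transcription factor of the trophoblast stem cell state, averaged 135 ± 19.8 (SD) RPKM in ExE (n = 5) against 0.297 in the epiblast (n = 6), a log2 difference of 6.73 ± 0.15 (SE). Wnt7b (5.97 ± 0.17), Esrrb (5.32 ± 0.31) and Ascl2 (4.26 ± 0.15), a Wnt ligand and a pair of transcription factors of trophoblast progenitors, were also higher in ExE. Pou5f1, a pluripotency factor (-5.12 ± 0.62), Otx2 (-5.26 ± 0.24), Sfrp1 (-5.76 ± 0.17) and Cer1, a Nodal antagonist that was listed at 0 in ExE, were lower. Dnmt3l, a cofactor of de novo DNA methylation, was higher by 4.13 ± 0.22 and Tex19.1, a germline gene silenced by promoter methylation, by 4.35 ± 0.16, whereas Dnmt3a was lower by -1.10 ± 0.09. Among non-canonical genes, Sfmbt2 rose to 324 ± 45.8 RPKM from 15.95 ± 5.39, Gab1 to 198 ± 2.60 from 50.5 ± 10.1 and Phf17 to 224 ± 26.5 from 88.8 ± 8.20, while Sall1 fell to 39.3 ± 7.96 from 159 ± 12.8.

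With limma, 4489 genes were higher and 4551 lower in ExE. Marker lists for ExE (12 higher, 0 lower of 14, adjusted p = 2.2e-05, adjusted p = 0.236 with an estimated correlation), visceral endoderm and yolk sac (12 higher, 1 lower of 14, adjusted p = 0.0014, adjusted p = 0.486 with an estimated correlation) and germline genes silenced by promoter methylation (9 higher, 1 lower of 11, adjusted p = 0.00209, adjusted p = 0.236 with an estimated correlation) were higher as groups. Non-canonical genes gave 8 higher and 1 lower of 9 (adjusted p = 0.0285, adjusted p = 0.430 with an estimated correlation), on a list the study chose from these crosses. Epiblast markers had 9 lower of 12 and 3 higher, which were L1td1, Pou3f1 and Utf1 (adjusted p = 0.0692), and nascent mesoderm 7 lower and 1 higher of 10 (adjusted p = 0.0766). The remaining sets did not pass as groups: ectoplacental cone and giant cell (3 higher of 6), embryonic erythroid markers (2 higher of 5), decidua and maternal blood (1 higher, 2 lower of 7), and DNA methylation machinery (Dnmt3l higher, 7 lower of 10). The same held for immediate early and heat shock genes (7 higher, 2 lower of 12), p53 targets (5 higher, 3 lower of 12), hypoxia and glycolysis (6 higher, 2 lower of 13) and cell adhesion genes (9 higher, 3 lower of 16). Canonical paternal genes gave 2 higher and 10 lower of 21, canonical maternal genes 6 higher and 7 lower of 24, genes of paternally methylated regions 3 of each among 8, other imprinted genes 6 higher and 11 lower of 25, and growth suppressors of trophoblast 4 higher and 1 lower of 6. Both tested placental trophoblast genes stayed below the threshold in limma (0 at unadjusted p under 0.05, 0 with edgeR). Adjusted over each list alone, the counts were identical. Median epiblast markers in ExE libraries ranged from 0.348 RPKM to 8.36 in CAST/B6 ExE 1, and visceral endoderm markers had medians of 205 to 435 RPKM in ExE and 88.6 to 279 in the epiblast.

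**Figure D3:**
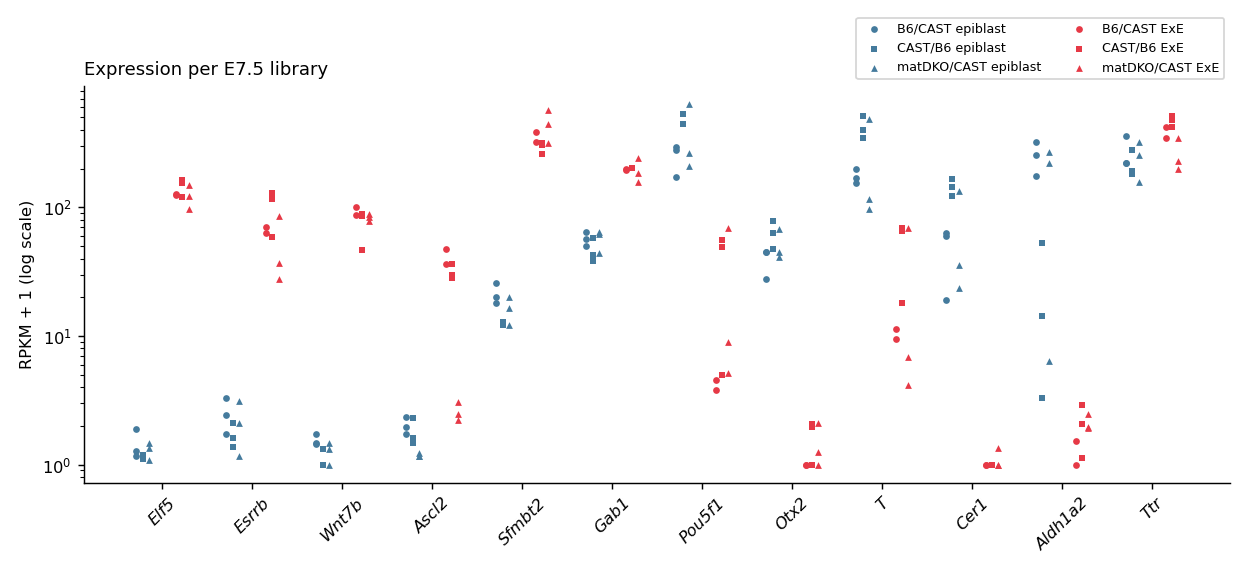
Expression of ExE, epiblast, mesoderm and visceral endoderm genes, as RPKM plus 1 on a log axis, in each E7.5 library. Libraries are grouped by cross and tissue.

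Dnmt3a, deleted in the oocytes of the matDKO/CAST mothers, had a lower maternal share in matDKO/CAST than in B6/CAST in edgeR. In the epiblast it was 21.1 ± 4.83% against 46.5 ± 6.32% (log2 difference -1.83 ± 0.24, adjusted p = 1.5e-11). In ExE it was 22.1 ± 6.30% against 44.6 ± 7.63% (-1.64 ± 0.40, adjusted p = 0.00301). No test told the deletion apart from the separate variant scheme of this cross. Dnmt3b showed no such drop: its maternal share was 54.5 ± 2.40% against 48.0 ± 1.31% in the epiblast (adjusted p = 0.137) and 54.2 ± 0.571% against 44.03 ± 2.40% in ExE (0.53 ± 0.12, adjusted p = 9.98e-04). In ExE of the reciprocal crosses, Dnmt3b was itself biased to CAST, with log2 ratios of -0.39 ± 0.09 in B6/CAST and 0.29 ± 0.07 in CAST/B6. Counting over all exons does not see the deleted part of either gene separately, and which exons were deleted is not given here. Total Dnmt3a was 195 ± 46.4 RPKM against 261 ± 16.9 in the epiblast (adjusted p = 0.233) and 80.6 ± 6.29 against 130 ± 0.366 in ExE (log2 -0.68 ± 0.14, adjusted p = 0.0427), a call lost when either B6/CAST ExE library was left out (-0.69 and -0.68).

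Many canonical imprinted genes, though not all, had altered parental shares in the matDKO/CAST embryos. Peg3, a paternally expressed zinc finger gene, had 50.98 ± 0.736% maternal reads in the epiblast and 49.4 ± 0.831% in ExE, and the antisense RNA Kcnq1ot1 57.4 ± 4.05% and 46.3 ± 9.29%. Maternal reads of Mest averaged 44.03 ± 38.2% and 39.8 ± 34.7%, because replicate 2 had none in either tissue. Phlda2 dropped from 97.6 ± 0.886% to 58.3 ± 6.94% maternal in the epiblast (log2 -4.92 ± 0.30) and from 97.8 ± 0.939% to 40.2 ± 18.4% in ExE (-6.32 ± 0.22), and Igf2r to 49.1 ± 3.58% and 67.8 ± 12.7%. H19 and Meg3, controlled by paternal methylation, had 95.8 ± 2.88% and 98.2% in the epiblast. H13, maternal in both crosses, had 53.3 ± 1.56% against 76.5 ± 1.48% in the epiblast (adjusted p = 0.00194) but 68.7 ± 7.44% against 70.4 ± 2.87% in ExE (adjusted p = 0.977). In the epiblast, edgeR placed 11 of 14 canonical paternal genes past the threshold (13 over the list alone) and 3 of 16 canonical maternal genes, H13, Igf2r and Phlda2 (3 lower and 1 higher over the list alone). In ExE, the counts were 5 of 10, namely Kcnq1ot1, Mest, Ndn, Peg10 and Peg3 (8), and 3 of 15, namely Igf2r, Phlda2 and, on only 2 reads in matDKO/CAST, both paternal, Grb10 (3). Of growth suppressors of trophoblast, 2 of 5 passed in the epiblast and 3 of 5 in ExE. Genes of paternally methylated regions had 0 of 5 calls in the epiblast (0 with DESeq2, 0 at unadjusted p under 0.05, 0 over the list alone) and 1 of 5 in ExE, Igf2 (-1.81 ± 0.54, 1 over the list alone), lost when either B6/CAST ExE library was left out (-1.71 without ExE 2, -1.93 without ExE 3). Other imprinted genes had 0 of 10 and 0 of 11 calls (0 with DESeq2 in both, 0 and 1 at unadjusted p under 0.05). Peg3 alone differed in its response between tissues (-3.09 ± 0.25, adjusted p = 1.1e-26), a result that rested on B6/CAST ExE 3 with 8.27% maternal reads beside 1.18% in ExE 2. Without that library the difference was -0.82 ± 0.52 (adjusted p = 1).

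Non-canonical genes differed unevenly between matDKO/CAST and B6/CAST. Slc38a4 went from 0.907 ± 0.575% to 46.8 ± 6.06% maternal reads in the epiblast (log2 6.53 ± 0.25, adjusted p = 1.7e-131) and from 0.192 ± 0.271% to 29.6 ± 5.96% in ExE (7.66 ± 0.42, adjusted p = 1.1e-69). Phf17 went from 41.1 ± 3.95% to 67.8 ± 4.78% (1.57 ± 0.43, adjusted p = 0.0160) and from 21.0 ± 1.86% to 40.5 ± 8.63% (1.31 ± 0.38, adjusted p = 0.0328). Gab1 had 17.5 ± 5.11% against 15.4 ± 6.25% in ExE (0.39 ± 0.25, adjusted p = 0.780), Sfmbt2 10 maternal beside 1176 paternal reads (adjusted p = 0.457) and Smoc1 39.0 ± 9.84% against 34.1 ± 2.90% (adjusted p = 0.969). In the epiblast, Gab1 differed by 0.60 ± 0.29 (adjusted p = 0.525) and Sfmbt2 had 0 maternal reads of 41, which allows a share of up to 7.32%. With edgeR, 2 of 6 list genes passed in the epiblast and 2 of 7 in ExE (2 and 2 over the list alone), on a list the study drew from these crosses. For Phf17, whose total expression was not called (adjusted p = 0.340 and 0.932), no test told the knockout apart from the separate variant scheme of this cross. The Phf17 call was lost in ExE when either B6/CAST library was left out (1.22 without ExE 2, 1.52 without ExE 3), and in the epiblast without B6/CAST Epi 1 (1.46).

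Across all genes, the maternal share changed at 190 genes in the matDKO/CAST epiblast (144 higher, 46 lower) and at 154 in ExE (111 and 43). Between tissues, which share crosses and variant scheme, 81 genes were higher in both and 23 lower in both. Most stood outside the imprinted lists, 174 in the epiblast and 143 in ExE, among them housekeeping genes. Reads of the ribosomal protein gene Rplp0 were 99.96% maternal in the matDKO/CAST epiblast and those of Rpl3, another ribosomal protein gene, 0.04% maternal. Both were already skewed by strain in every library of the reciprocal crosses. Rplp0 had 2411 maternal beside 475 paternal reads in B6/CAST Epi 1 and 490 beside 2279 in CAST/B6 Epi 1. Rpl3 had 93 beside 591 and 702 beside 124 in the same libraries. In the count of reads given to a parent, Srrm2, a splicing factor, had 985, all of them maternal, against 137 in B6/CAST. Dars, an aminoacyl-tRNA synthetase gene, had 74 reads in matDKO/CAST Epi 3 and 113 in ExE 3, all maternal, and 0 in the other libraries of that cross, so 1 library decides each value. The authors assigned reads in this cross with a separate variant scheme, because its mothers carried 129 as well as B6 sequence. With both crosses averaged as the reference, the counts were 947 and 856. That reference averages out strain bias, which matDKO/CAST keeps, so strain-biased genes can enter these counts.

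Expression in the matDKO/CAST epiblast changed at 44 genes, with imprinted maternal genes such as Cdkn1c lower and imprinted paternal genes higher. Cdkn1c fell to 0.570 ± 0.126 RPKM from 115 ± 22.5 (log2 -6.19 ± 0.33, n = 3 each), the growth adaptor Grb10 to 13.6 ± 3.76 from 561 ± 76.6 (-5.29 ± 0.18) and Igf2r to 80.8 ± 21.7 from 388 ± 92.6 (-2.25 ± 0.18). Phlda2 (-3.22 ± 0.36), the zinc finger gene Zim1 (-2.80 ± 0.20) and H13, a signal peptide peptidase (-1.11 ± 0.09), fell as well. Snrpn, a splicing component, rose to 280.0 ± 127 RPKM from 102 ± 12.7 (1.37 ± 0.20), Zdbf2 to 124 ± 21.5 from 50.9 ± 3.59, Mcts2 to 27.0 ± 1.49 from 12.2 ± 2.22 and Peg3 to 2906 ± 241 from 1675 ± 130 (0.79 ± 0.16, adjusted p = 0.0469). Wdfy1 (0.94 ± 0.12) and Fkbp6 (1.40 ± 0.28), which acts in meiosis, rose too. In limma, 27 genes were higher and 17 lower, 13 of the 44 on imprinted lists. The matDKO/CAST mothers also carried sequence of another strain, unlike the B6/CAST mothers. Effects of the knockout and of the maternal strain background were therefore not separated in this comparison, which matters most for genes outside the imprinted lists. Canonical maternal genes had 7 lower of 24 (9 over the list alone, adjusted p = 3.5e-28), growth suppressors 4 lower of 6 (5, adjusted p = 1.4e-26) and canonical paternal genes 5 higher of 21 (10, adjusted p = 4.5e-13). With an estimated correlation in camera, these lists had adjusted p = 0.00348, 8.96e-04 and 0.00394. As a group, germline genes silenced by promoter methylation were higher (adjusted p = 4.6e-06, adjusted p = 0.0140 with an estimated correlation), although by gene 1 of 11 passed (6 over the list alone). Ectoplacental cone and giant cell markers were lower as a group (adjusted p = 8.1e-07, adjusted p = 0.0665 with an estimated correlation), with 0 of 6 called (1 with edgeR, 5 at unadjusted p under 0.05, 3 lower over the list alone), and the median of these markers was 9.004 RPKM in B6/CAST Epi 1. Decidua and maternal blood markers (adjusted p = 0.00103, adjusted p = 0.0731 with an estimated correlation) were lower as well, with 0 of 7 called in limma (1 with edgeR, 3 at unadjusted p under 0.05, 2 lower over the list alone), as were ExE markers (adjusted p = 0.0149, adjusted p = 0.328 with an estimated correlation), with 0 of 14 (2 with edgeR, 2 at unadjusted p under 0.05). Genes of paternally methylated regions were also lower as a group (adjusted p = 1.4e-04, adjusted p = 0.0664 with an estimated correlation), with 0 of 8 in limma (0 with edgeR, 1 at unadjusted p under 0.05). The calls of Zdbf2 (1.13 to 1.36), Fkbp6 (1.29 to 1.52) and Peg3 (0.73 to 0.87) were lost whichever of the 6 libraries was left out. With edgeR on summed allelic counts, which depend on the separate variant scheme, 1167 genes were called.

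In the matDKO/CAST ExE, expression changed at 52 genes (28 higher, 24 lower), with n = 3 against 2. Of these, 12 were on imprinted lists. As in the epiblast, effects of the knockout and of the maternal strain background were not separated. Ascl2, which trophoblast progenitors need, fell to 1.59 ± 0.427 RPKM from 40.7 ± 7.82 (log2 -4.01 ± 0.23, adjusted p = 8.2e-09). Cdkn1c (to 1.29 ± 1.73 RPKM from 125 ± 37.7), Grb10 (-5.59 ± 0.20), Igf2r (-3.90 ± 0.20, to 39.2 ± 5.45 RPKM from 597 ± 19.8) and Phlda2 (-2.71 ± 0.40) fell beside it, as did the tetraspanin gene Cd81 (-1.35). Snrpn rose to 106 ± 14.9 RPKM from 34.98 ± 0.174 (1.56 ± 0.23), Mcts2 by 1.23 ± 0.16, and Prex2, a Rac exchange factor, by 1.92 ± 0.27. Hmgcs1 (0.89 ± 0.15) and Cyp51 (0.58), enzymes of cholesterol synthesis, and the oxygen sensor Egln1 (0.95) also rose. Growth suppressors had 5 lower of 6 (5 over the list alone, adjusted p = 1.4e-34), canonical maternal genes 8 lower of 24 (13, adjusted p = 2.5e-34) and canonical paternal genes 3 higher of 21 (12, adjusted p = 8.8e-14). With an estimated correlation in camera, these lists had adjusted p = 2.51e-04, 0.00159 and 0.00318. None of 9 non-canonical genes passed in limma (2 with edgeR, 2 at unadjusted p under 0.05), Gab1 and Sfmbt2 having log2 differences of -0.04 and 0.29, and the epiblast gave 0 of 9 (1 with edgeR, 1 at unadjusted p under 0.05). Ectoplacental cone and giant cell markers were lower as a group (adjusted p = 3.5e-06, adjusted p = 0.122 with an estimated correlation), with Ascl2 called of 6 (1 over the list alone) and a median of 24.2 RPKM in B6/CAST ExE 2. Nascent mesoderm markers were higher as a group (adjusted p = 0.0291, adjusted p = 0.371 with an estimated correlation), with 0 of 10 calls in limma (2 with edgeR, 2 at unadjusted p under 0.05). Single libraries stood apart on these markers. As a percent of the epiblast level, after subtracting the mean of the 5 ExE libraries low in epiblast transcripts, their median was 23.96% in matDKO/CAST ExE 1 and 6.26% in ExE 3, against -1.16% in ExE 2 and -2.99% and -2.22% in B6/CAST ExE. Germline genes silenced by promoter methylation were higher too (adjusted p = 0.00472, adjusted p = 0.122 with an estimated correlation), with 0 of 11 in limma (0 with edgeR, 3 at unadjusted p under 0.05). Visceral endoderm markers, lower as a group (adjusted p = 7.9e-07, adjusted p = 0.289 with an estimated correlation), had 0 of 14 calls in limma (8 with edgeR, 4 at unadjusted p under 0.05). Hypoxia and glycolysis genes, higher as a group (adjusted p = 4.8e-05, adjusted p = 0.161 with an estimated correlation) had 0 of 13 (5 with edgeR, 6 at unadjusted p under 0.05, 6 higher over the list alone). Both tissues shared 12 higher and 11 lower genes. Counts in ExE ran from 16 without B6/CAST ExE 2 to 122 without matDKO/CAST ExE 1, which had 6.77 RPKM of median epiblast markers, and Snrpn (1.57), Prex2 (1.89) and Phlda2 (-2.58) were among the genes lost without B6/CAST ExE 2.

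**Figure D4:**
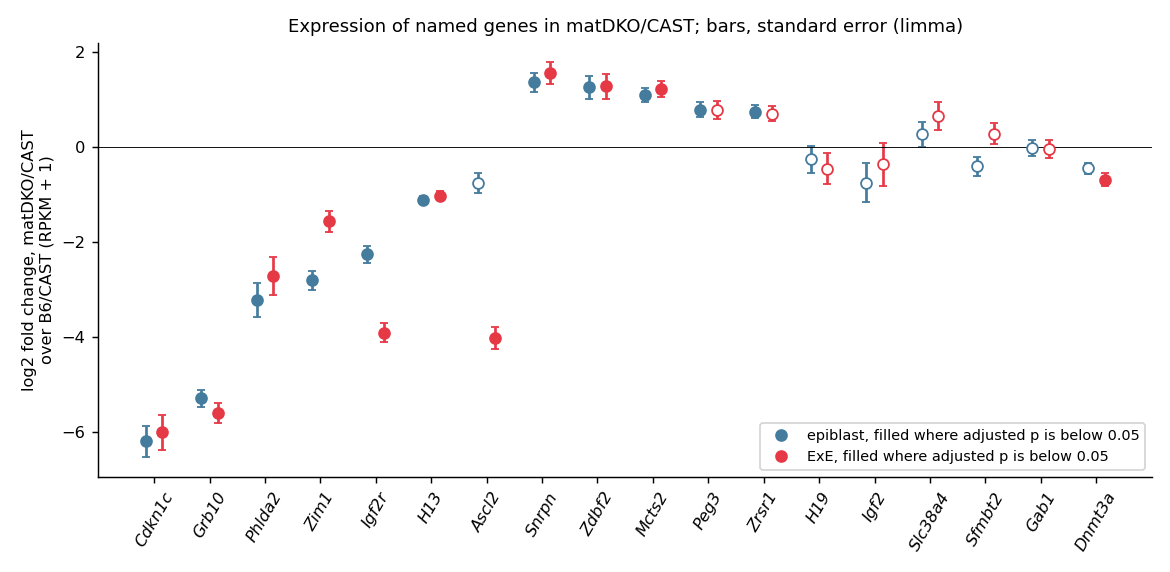
Log2 difference in expression (± SE) between matDKO/CAST and B6/CAST for imprinted genes and Dnmt3a, in epiblast and ExE. Filled symbols mark adjusted p under 0.05.

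At E12.5, 6 of 10 tested non-canonical genes were paternal in the yolk sac, 7 of 10 in the placenta and 1 of 8, Slc38a4, in the whole embryo. Gab1 had 13.2 ± 3.62% maternal reads in the wild-type yolk sac, 6.58 ± 1.00% in placenta and 55.9 ± 2.12% in the whole embryo (n = 3 each, adjusted p = 5.7e-21, 3.6e-24 and 0.169). Sfmbt2 had 2.67 ± 1.31%, 4.10 ± 2.20% and 41.8 ± 2.77%, and Phf17 30.5 ± 5.86%, 23.4 ± 0.503% and 49.7 ± 3.56%. Slc38a4 stayed paternal throughout, with 15.1 ± 3.03%, 4.47 ± 0.428% and 9.46 ± 0.363%. Smoc1 (24.1 ± 4.27%) and Sall1, a zinc finger gene (37.5 ± 3.86%), were paternal in the placenta. These embryos had B6 mothers and CAST fathers alone, so strain and parent are not separable, and the 4587 genes called in yolk sac, 4890 in placenta and 3419 in whole embryo with edgeR contain both. In the placenta, reads of Dcn, a proteoglycan gene of stroma, were 92.6 ± 1.87% maternal against 44.5 ± 1.04% in yolk sac, and Tfpi2 97.7% against 60.6%. Both are on the list of other known or putative imprinted genes. That list had 16 maternal and 4 paternal of 30 in placenta, 9 and 4 of 32 in yolk sac, and 7 and 3 of 36 in whole embryo. The shares of Dcn and Tfpi2 thus do not tell imprinting from maternal tissue. The labels of the placenta libraries mention maternal contamination, and the embryos were carried by NMRI foster mothers, so reads from decidua belong to neither parent and are given to B6 or CAST by whichever variant NMRI carries. Among non-canonical genes, a list the study chose, 2410003L11Rik was maternal in the yolk sac, B130034C11Rik in the placenta and both in the whole embryo (paternal and maternal over the list alone, 6 and 2 in yolk sac, 7 and 1 in placenta, 1 and 2 in whole embryo). Canonical paternal genes had 15 of 17, 14 of 17 and 18 of 20 on the paternal side, and canonical maternal genes 19 of 26, 20 of 28 and 15 of 25 on the maternal side. On the opposite side stood Nespas, maternal in yolk sac and whole embryo, and Commd1 and Copg2, paternal in all 3 tissues. The E12.5 libraries were not described as stranded, so reads of any overlapping gene would be counted here too. These calls alone therefore do not show a reversed imprint.

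The mosaic RLTR15 deletion in F4E5 coincided with more maternal Gab1 reads in the yolk sac: 23.3% (95% interval 22.2 to 24.5, 5202 reads) against 9.83 to 17.04% in the 3 wild types, a log2 difference of 1.03 ± 0.18. In edgeR over all 13172 genes, this was the lowest p of the yolk sac but did not pass (adjusted p = 0.0514), and it passed when adjusted over the 10 non-canonical genes alone (adjusted p = 3.9e-05). Slc38a4, on another chromosome, had 23.0% maternal reads (95% interval 21.1 to 24.9) against 15.1 ± 3.03%. Like Gab1, it did not pass over all genes but passed over the list alone (adjusted p = 0.0561 and 6.4e-05). Smoc1 had 0 maternal reads of 22 against 43.2 ± 10.3% (adjusted p = 0.271, 6.1e-04 over the list alone). In the placenta, Gab1 had 9.20% (95% interval 8.26 to 10.2) against 6.58 ± 1.00% (adjusted p = 0.751), and in the whole embryo 56.5% (52.1 to 60.8) against 55.9 ± 2.12% (adjusted p = 1). Sfmbt2 in the yolk sac had 0.718% (0.196 to 1.83) against 2.67 ± 1.31% (adjusted p = 1). With the spread of the wild types assumed for the lone mosaic embryo, the Gab1 difference in yolk sac exceeded that in whole embryo by 0.99 ± 0.30 (adjusted p = 0.0049) and that in placenta by 0.55 ± 0.27 (adjusted p = 0.0519). The tissues came from the same embryos, which the fit did not take into account. Left out in turn, wild-type F4E3 took the yolk sac adjusted p to 0.122 and F5E6 to 2.1e-05, and the DESeq2 Wald test gave 1.

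Elsewhere in F4E5, edgeR called 15 placental genes (12 more maternal, 3 less), led by the stromal proteoglycans Dcn (log2 2.37, adjusted p = 1.3e-08) and Lum (2.64, adjusted p = 1.7e-07). The metallothioneins Mt1 (1.70) and Mt2 (1.31), the gap junction gene Gja1 (1.51) and Gpx3, a glutathione peroxidase (1.87), were also more maternal. Ctsl (-0.54), Fabp5 (-0.87) and Serping1 (-2.13) were less maternal. Decidua and maternal blood markers had a median of 155 FPKM in this placenta against 84.9, 103 and 72.9 in the wild types, and none of the 15 called genes lay within 1 Mb of Gab1. Of these markers, 0 of 15 passed in edgeR (0 with DESeq2, 2 at unadjusted p under 0.05). In the yolk sac, edgeR called 0 of 13172 genes (0 with DESeq2, 613 at unadjusted p under 0.05), and in the whole embryo 0 of 14928 (0 with DESeq2, 559 at unadjusted p under 0.05). A single embryo carried the deletion, so its spread is assumed to be that of the wild types.

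**Figure D5:**
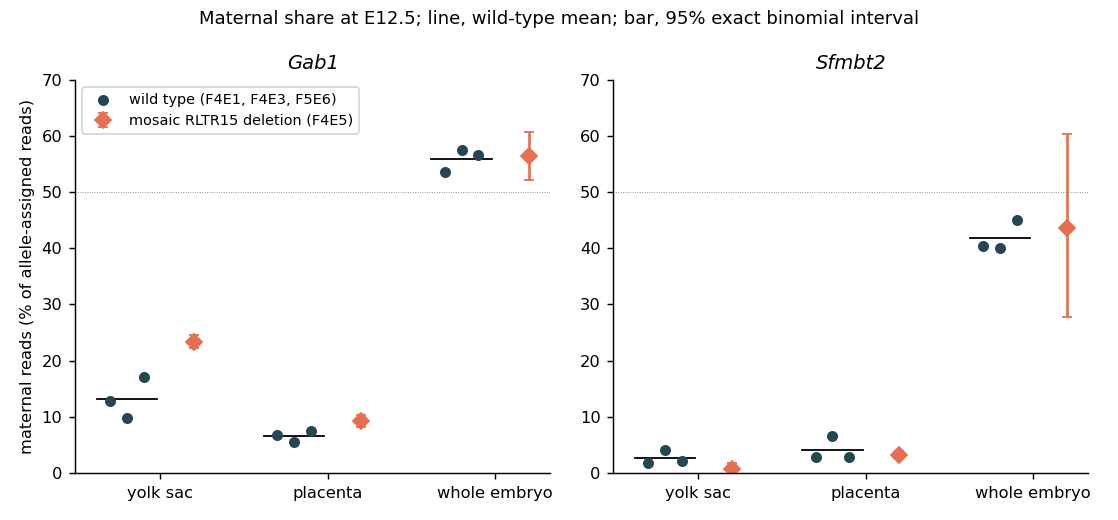
Percent of maternal reads of Gab1 and Sfmbt2 in 3 tissues at E12.5. Wild types are points with their mean as a line, and F4E5 is a diamond with its 95% exact interval.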

Values the study reported

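The paper describes Slc38a4 in the ExE of matDKO/CAST embryos as keeping a 2-fold paternal bias. For the deletion experiment it gives 42 embryos, of which 1 was targeted on the paternal CAST allele, with a mosaic deletion, and was set against 3 controls. Among informative genes near an imprinted H3K4me3 peak, it gives an allelic bias in at least 1 dataset for 23 of 27 in the epiblast (85.2%) and 51 of 54 in ExE (94.4%).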

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

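Among the tests below, those of a different variant set in matDKO/CAST, of whole epiblast in ExE libraries and of more decidua in the mosaic placenta were chosen after the result was seen. Differences between tissues marked 8 genes, in log2 maternal over paternal reads of ExE minus epiblast: Gab1 -1.60, Igf2r 3.01, Phf17 -1.74, Phlda2 1.24, Rps6ka2 1.33, Slc38a1 -0.80, Smoc1 -2.78 and Sfmbt2. The fitted Sfmbt2 value of -5.82 depends on the prior count, because CAST/B6 ExE had 0 maternal reads beside 820 paternal ones. Peg3 was marked because the effect of the maternal knockout differed between tissues (-3.09, and -0.82 without B6/CAST ExE 3). Gab1 was marked because the contrast of F4E5 with the wild types differed between yolk sac and whole embryo (0.99), with 1 mosaic embryo assumed to vary like the wild types. X-linked reads, outside the comparisons, were marked as a signal because the maternal share of ExE libraries ranged from 78.9% to 99.99%.

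The largest group of matDKO/CAST differences lay outside the imprinted lists, 174 genes in the epiblast and 143 in ExE, 95 of them in both. An altered output of the maternal allele would have moved total expression by a median log2 of 0.977 in the epiblast, but the median was 0.0466 (95% interval 0.0092 to 0.0760), which argues against this explanation, while genes on the imprinted lists moved by 0.797. A strain ratio in CAST/B6, which the comparison did not use, was seen at 20.1% of these genes against at most 11.5% in 1000 random sets. Assigned reads per RPKM changed by a median log2 of 0.869 against at most 0.203 in random sets. A different set of variants read in matDKO/CAST and reads assigned by strain in an unequal way are therefore both likely contributors that stay open.

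CAST/B6 ExE 1 and 3 and matDKO/CAST ExE 1 held epiblast transcripts, with median shares of the epiblast level of 6.68%, 7.81% and 8.85% over 51 epiblast-specific genes, against 1.06 to 2.14% in the other ExE libraries. Whole epiblast would bring its genes in equal shares. Over the 17 of these genes with at least 50 RPKM in the epiblast, however, the 90th over the 10th percentile was at least 10.7. Among epiblast libraries it was 1.91 to 5.56. Nascent mesoderm genes, less their mean in the other ExE libraries, were carried over at 2.71 times or more the share of all epiblast-specific genes, with T at 24.6%, 23.3% and 24.9% against 1.91 to 2.23% for Otx2. In matDKO/CAST ExE 3, with a median share of 2.14%, mesoderm genes stood at 6.26%, or 2.93 times that share. The epiblast libraries were measured at their full level, the 3 ExE libraries at 6.68 to 8.85% of it, where counting error can widen the percentile ratio. No diluted epiblast was compared, so that ratio alone cannot decide about whole epiblast. Mesoderm genes and Otx2 did not come in equal shares, which goes with primitive streak or nascent mesoderm in the dissected ExE. A biological difference between the crosses was not tested.

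In the placenta of F4E5, 15 genes had altered allelic ratios. None of them lay within 1 Mb of Gab1 (0 genes). Gab1 itself was not called in this placenta, so that count cannot decide whether the deletion acted on neighbouring genes. A set of 30 genes with at least 90% of reads given to the mother in placenta but 40 to 60% in yolk sac had a median FPKM 1.95 times the wild-type mean, beyond the wild types at 1.52, 0.625 and 0.879. More decidua of the NMRI foster mother in that placenta may therefore account for genes such as Dcn (2.65 times) and Gpx3 (2.91 times), whose decidual reads would be given to B6. The same holds for the less maternal Serping1 (2.83 times), which had 5.42% maternal reads in wild-type placenta against 49.9% in yolk sac, if its decidual reads are given to CAST, while Gm20547 (1.01 times) and Ctsl (1.10 times) hardly rose and stay open.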

How the results depend on the processing

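Alternatives chosen after the data were seen were the robust fit, the fits without overlapping genes and those without the 3 ExE libraries that held epiblast transcripts. Counts within 1.5 times of the reported one were given by 15 of 16 alternatives for imprinted genes in each tissue, 19 of 20 for the tissue difference in parental bias, 13 of 15 for matDKO/CAST allelic differences in each tissue, 17 of 19 for tissue expression, and 9 and 6 of 14 for matDKO/CAST expression in epiblast and ExE. The cause of the moves below was not tested, except that fewer genes or libraries entered where a setting removes them.

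The DESeq2 Wald test gave 3001 genes in yolk sac, 3232 in placenta and 1869 in whole embryo, 111 (epiblast) and 83 (ExE) for matDKO/CAST, 362 and 302 for strain, 4 for the tissue difference in parental bias and 4 for the mosaic placenta. With the mean of both crosses as reference, matDKO/CAST gave 947 and 856 allelic genes and 141 expression genes in ExE. By design, strain bias averages out in this allelic reference but not in matDKO/CAST, and how many genes this adds was not counted. A minimum log2 of 1 gave 341 and 343 strain genes and 2666 tissue expression genes. Summed allelic counts in edgeR gave 4595 expression genes between tissues, 1167 in the matDKO/CAST epiblast (175 higher, 992 lower) and 1013 in ExE (150 and 863). The matDKO/CAST counts of this setting also carry the separate variant scheme of that cross and do not check the RPKM result. Without overlapping genes, 18 and 15 genes were imprinted. A single contrast over both crosses gave 1914 and 1703 strain genes. Without the 3 ExE libraries, strain genes in ExE numbered 336 and matDKO/CAST expression genes in ExE 121. Scaling by summed reads split the E12.5 calls into 3895 higher and 1367 lower in placenta (2614 and 2276 with TMM), 2949 and 1756 in yolk sac (2325 and 2262), and 2391 and 1087 in whole embryo (1753 and 1666). Fits with a block for the replicate number gave 8 genes for the tissue difference in parental bias, 179 and 145 for matDKO/CAST allelic differences, and 9063, 37 and 42 for expression, with every count within 1.5 times of the unblocked one. Same-numbered epiblast and ExE libraries correlated at -0.0491 and 0.165 (B6/CAST), 0.00820 to 0.0912 (CAST/B6) and 0.0845 to 0.164 (matDKO/CAST), and not every library correlated best with its own number. In matDKO/CAST, 4 genes outside the imprinted lists had at least 20 reads in 1 library of each tissue and 0 in another. All 4 had their 0 reads at the same replicate numbers in both tissues. Same-numbered matDKO/CAST and B6/CAST libraries correlated at -0.361 to -0.198 in epiblast and at 0.0685 and 0.369 in ExE.

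In the mosaic placenta, 8 genes passed with a mean of 10 reads, 28 without a filter, 6 with the robust fit and 26 with summed reads. The mosaic yolk sac gave 3 with DESeq2 size factors, 5 without a filter and 2 with summed reads, and the mosaic whole embryo 0 in every setting. Gab1 in the yolk sac passed with DESeq2 size factors (1.04, adjusted p = 0.0345), without a filter (1.04) and with summed reads (1.03), and its sign in whole embryo turned without F4E1 (-0.0328). Leaving out the lone mosaic library gives no value.

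Left out in turn, single libraries gave ranges of 23 to 26 and 18 to 26 imprinted genes, 492 to 623 and 298 to 534 strain genes, 6 to 11 for the tissue difference, and 148 to 167 and 104 to 144 matDKO/CAST allelic genes. Expression ranges were 8291 to 9054 between tissues, and 24 to 36 and 16 to 122 for matDKO/CAST. At E12.5 they were 3612 to 3681 in yolk sac, 3841 to 4147 in placenta, 2243 to 2284 in whole embryo, 12 to 56 in the mosaic placenta and 1 to 3 in the mosaic yolk sac. Gab1 ranged from 0.81 to 1.27 in yolk sac, 0.35 to 0.60 in placenta and -0.0328 to 0.0898 in whole embryo. Where 1 library remained in a group, it was assumed to vary like the others.

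Swapping parental labels within libraries gave 28 imprinted genes in the epiblast with the real labels and 706 with all CAST/B6 libraries swapped, which is the strain structure, so 2 of 32 swaps were as large and chance could not be excluded by this count alone (every other swap gave 0). For strain in the epiblast, 1 of 32 swaps was as large (706, highest other 28). Swapping only part of a cross mixes its labels and gave 0 each time, so this count cannot decide about chance either. In ExE, the 16 swaps were too few (25 against 615, value 2, and 615 against 25, value 1). Of 100 splits for the tissue difference in parental bias, 10 were as large (8, highest other 48, with all CAST/B6 tissue labels swapped), so chance could not be excluded and the split of 48 points to a strain structure of the samples. For expression between tissues, 1 of 100 was as large (9040, highest other 7432), so no other split drawn reached the real count. Splits were too few, with 1 as large in each, for the matDKO/CAST epiblast (10 splits, 190 against 3 allelic and 44 against 9 expression genes) and for E12.5 (4 swaps each, 4587 against 0, 4890 against 1 and 3419 against 0). In simulated data, a log2 ratio of 1 was found at 44% of genes for imprinting in the epiblast, so changes of that size can be missed.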

Other observations

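The comparison of the reciprocal crosses for total expression, the count of Hox genes and the table of non-canonical genes in the mosaic embryo were chosen after the values were seen, as were the genes named in this paragraph and the next. In the epiblast, 337 of 13273 genes differed between CAST/B6 and B6/CAST in limma (180 higher, 157 lower in CAST/B6), and in ExE 22 (12 higher, 10 lower). Left out in turn, single libraries gave 53 (without CAST/B6 Epi 1) to 233 genes in the epiblast, and 2 (without B6/CAST ExE 2) to 93 in ExE (without CAST/B6 ExE 2). Xist was at 0 RPKM in CAST/B6 Epi 1 and 3, at 302 in CAST/B6 Epi 2 and at 317 to 448 in the B6/CAST epiblast. Sex, which the labels do not give, may thus differ between these groups and was not separated from cross. Genes lower in the CAST/B6 epiblast included Meox1, a homeobox gene of somites, by a log2 of -4.58 ± 0.78 (adjusted p = 0.00744), Cdx1 by -3.15 (adjusted p = 0.0412), Hoxb6 by -3.36 (adjusted p = 0.0470) and Aldh1a2, which makes retinoic acid, by -4.17 (adjusted p = 0.0482). Of 31 tested Hox genes, 13 were lower and 0 higher in limma, and all 31 differences were negative, with a median log2 of -1.82. The median Hox level was 7.81, 3.47 and 2.49 RPKM in the B6/CAST epiblast libraries, at most 0.554 in those of CAST/B6, and 0.0863, 4.44 and 3.02 in those of matDKO/CAST. Lefty2, a Nodal antagonist, was higher in CAST/B6 by 5.12 (adjusted p = 0.0320). No Hox gene passed without B6/CAST Epi 1 or 2, or without CAST/B6 Epi 1 or 3, but the median log2 was still -1.36, -1.90, -1.68 and -1.75, with at least 30 of 31 negative. A finer stage than E7.5 was not given for the embryos.

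Genes higher in the CAST/B6 epiblast included several that encode enzymes of cholesterol synthesis, for example Hmgcs1 by a log2 of 1.43 (adjusted p = 6.9e-05), Cyp51 by 1.02 (adjusted p = 2.5e-04), Fdps by 1.11 (adjusted p = 8.6e-04) and Sc4mol by 1.41 (adjusted p = 0.00158). Sqle (0.98), another such enzyme, and Insig1 (1.26), which holds the pathway's regulator in the endoplasmic reticulum, passed too, with adjusted p = 0.00200 and 0.00437. These examples were picked by hand, no list of this pathway was fixed beforehand and no group test was run. The heat shock gene Hspa1b was lower by -2.25 ± 0.25 (adjusted p = 4.3e-04).

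Libraries of the maternal knockout differed at Mest and Peg10, with a similar order of the replicate numbers in both tissues. Maternal shares of Mest in epiblast replicates 1 to 3 were 68.5% (95% interval 54.4 to 80.5), 0 of 153 reads (up to 1.96%) and 63.6% (54.2 to 72.2), and in ExE replicates 1 to 3 63.2% (52.2 to 73.3), 0 of 48 reads (up to 6.25%) and 56.3% (47.7 to 64.5). For Peg10, they were 49.0% (45.6 to 52.3), 25.6% (23.0 to 28.4) and 1.23% (0.399 to 2.84) in epiblast, and 42.5% (40.6 to 44.5), 18.3% (16.9 to 19.7) and 2.73% (2.01 to 3.63) in ExE. Peg3 lay between 48.8 and 51.8% in all 6 libraries. Of 16 list genes measured in these libraries, 2 had ranges of at least 25 points in both tissues, and 8 had the replicate numbers in the same order.

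X-linked genes had maternal shares of 44.4 to 50.7% in the B6/CAST epiblast and of 81.2% and 82.4% in ExE. In CAST/B6, replicates 1 and 3 had 99.96% and 99.99% in both tissues and no Xist reads given to a parent, and replicate 2 had 85.4% in epiblast and 96.0% in ExE. In matDKO/CAST, replicates 1 and 2 had 38.1% and 55.5% in epiblast and 78.9% and 84.7% in ExE, and replicate 3 had 99.6% and 99.8% with no Xist reads given to a parent. Xist, which silences the X chromosome it is transcribed from, had maternal shares of 0.778 to 24.4% in the ExE libraries with reads. At E12.5, X-linked shares were 99.95% in the whole embryo of F4E1 and 31.1 to 45.02% in those of the others, 91.4 to 98.8% in placenta and 83.2 to 98.8% in yolk sac. Mitochondrial reads given to the father made up 0.0128 to 0.0362% at E7.5.

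Other marker medians stood apart in single libraries. Ectoplacental cone and giant cell markers had 24.2 RPKM in B6/CAST ExE 2 and 2.53 in matDKO/CAST ExE 2, and at most 1.36 in all remaining libraries except B6/CAST Epi 1. At E12.5, visceral endoderm and yolk sac markers had a median of 126 FPKM in the placenta of F5E6 against 42.8 and 43.4 in the other wild types and 66.1 in F4E5.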
